# Dosage compensation in the process of inactivation/reactivation during both germ cell development and early embryogenesis in mouse

**DOI:** 10.1038/s41598-017-03829-z

**Published:** 2017-06-16

**Authors:** Xiaoyong Li, Zhiqiang Hu, Xuelin Yu, Chen Zhang, Binbin Ma, Lin He, Chaochun Wei, Ji Wu

## Abstract

Ohno proposed that dosage compensation in mammals evolved as a two-step mechanism involving X-inactivation and X-upregulation. While X-inactivation is well characterized, it remains to further analysis whether upregulation of the single activated X chromosome in mammals occurs. We obtained RNA-seq data, including single-cell RNA-seq data, from cells undergoing inactivation/reactivation in both germ cell development and early embryogenesis stages in mouse and calculated the X: A ratio from the gene expression. Our results showed that the X: A ratio is always 1, regardless of the number of X chromosomes being transcribed for expressed genes. Furthermore, the single-cell RNA-seq data across individual cells of mouse preimplantation embryos of mixed backgrounds indicated that strain-specific SNPs could be used to distinguish transcription from maternal and paternal chromosomes and further showed that when the paternal was inactivated, the average gene dosage of the active maternal X chromosome was increased to restore the balance between the X chromosome and autosomes. In conclusion, our analysis of RNA-seq data (particularly single-cell RNA-seq) from cells undergoing the process of inactivation/reactivation provides direct evidence that the average gene dosage of the single active X chromosome is upregulated to achieve a similar level to that of two active X chromosomes and autosomes present in two copies.

## Introduction

The formation of sex was one of the most important events in evolution. Sex in mammals is determined by the sex chromosomes. While males and females have two copies of each autosomes, the sex chromosomes are different. In therian mammals, females have two matching X chromosomes (XX), while males have two distinct sex chromosomes (X and Y). In females, one of the two X chromosomes is inactivated in females, whereas in males, the Y-chromosome has lost most of its genes. Thus, both sexes have one active allele per sex chromosome gene but two active alleles per autosomal gene^1, 2^. In 1967, Susumu Ohno proposed the dosage compensation theory to explain the gene dosage imbalance between sex chromosomes and autosomes (Ohno’s hypothesis)^3^. The dosage compensation theory can be divided into two processes. The first process involves the silencing of one female X chromosome (X chromosome inactivation, XCI or Xi) to balance the X-dosage with that of the male (X-inactivation)^4, 5^. This process has been extensively studied at the mechanistic and evolutionary levels. The second process involves a two-fold hyper activation of the X chromosome in both sexes (X-upregulation)^3^. However, Ohno’s hypothesis remains controversial, and this study presents an additional analysis using both new and existing data.

Early microarray studies have provided evidence supporting Ohno’s hypothesis. These studies showed that the overall expression level of genes in the X chromosome was twice that of genes in autosomes (X: AA ≈1)^6–10^. However, this result was first challenged by mRNA-seq study^11^. This study used mRNA-seq data to calculate the X: AA ratios and obtained values that were approximately 0.5 in a variety of human tissues, indicating that dosage compensation did not occur in the active X chromosome, thereby rejecting Ohno’s hypothesis. Several subsequent studies challenged this analysis and supported Ohno’s hypothesis^12–14^. Furthermore, many studies have attempted to explain this ongoing controversy, with some studies supporting Ohno’s hypothesis and other studies contradicting it^15–19^. One way to evaluate the existence of X-upregulation is to compare the expression of X-linked genes in mammals to that of “ancestral” genes in chickens. This study concludes that there is no evidence of X-upregulation in placental mammals. However, similar techniques showed an X-upregulation in the male opossum and oldest X chromosome in marsupials^15, 16^. In addition, this comparative study may address evolutionary aspects of X expression it remains unclear whether contemporary mammals can be directly compared to contemporary birds with different physiology^17^. Following an analysis of human proteomic data from 22 tissues, it was reported that X-upregulation is absent at the protein level, indicating that Ohno’s hypothesis is also invalid at the protein level^18^. An analysis of the genes that encode components of large protein complexes (≥7 members) revealed that their expressions, which were expected to be dosage-sensitive, were similar to those of autosomal genes within the complex. These results support Ohno’s hypothesis that X chromosome inactivation acts as a dosage-compensation mechanism^19^. Importantly, Marks *et al*. found that gene expression in the active X chromosome (Xa) is upregulated, resulting in complete dosage compensation between X-linked and autosomal genes in the early stages of XCI during the differentiation of female embryonic stem cells (ESCs) to embryoid bodies (EBs)^20^. Nevertheless, Ohno’s hypothesis is still debated^21, 22^.

However, the status of the process of inactivation/reactivation during germ cell development and early embryogenesis in mouse is not well characterized. There are many types of cells involved with inactivation/reactivation, including the cells with two active X chromosomes, cells with one active X chromosome and the cells with one active X chromosome and one X chromosome partly inactivated or reactivated. First, the inactivated X chromosome is reactivated between embryonic day (E) 8.5 and E12.5 during the primordial germ cell (PGC) development in female mouse^23–25^. Furthermore, X-reactivation proceeds gradually in a stepwise manner. After E10.5, the reactivation of X-linked genes significantly accelerates, and most of the X-linked genes tested showed biallelic expression at E12.5^26^. In contrast, our previous studies have shown that female germline stem cells (FGSCs) exist in postnatal mouse ovaries^27–30^, indicating that not all oogonia enter meiosis. Second, two types of X-chromosome inactivation (XCI) occur during female embryonic development in mouse. One type involves random XCI, which is observed in cells derived from epiblasts, when one of the two X chromosomes (paternal or maternal) is randomly inactivated. The other type involves imprinted X chromosome inactivation (iXCI), which is observed in extra-embryonic tissues and causes XCI of the paternal X chromosome (Xp)^31^. The initiation of iXCI begins in early preimplantation embryos and the Xp gene *Xist* is expressed around the four-cell stage^32^. Moreover, the inactive paternal X chromosome is reactivated in the blastocyst. One of the two chromosomes will randomly loses activity later, which is never regained in the offspring^33, 34^.

In the present study, we focused on the above process of inactivation/reactivation in both germ cell development and early embryogenesis in mouse. We used RNA-seq data from mouse germ cells at different developmental stages and female embryonic stem cells to compare the expression levels of X-linked and autosomal genes. We concluded that it is not suitable to include genes with no/low expression when measuring the X: A ratio (The ratio of X-linked to autosomal expression as measured by RNA-seq, namely, the X: A ratio is indicative of the X: AA ratio when the cell contains one active X chromosome and indicative of the XX: AA ratio when the cell contains two active X chromosomes). We also found that the average gene expression in the X chromosome always achieved a similar level to that in autosomes and that the median X: A expression ratio is approximately 1 whether there are one or two active X chromosomes present in cells. Additionally, when single-cell RNA-seq data were analyzed by excluding no-/low-expression genes, our results also supported Ohno’s hypothesis. Ultimately, the analysis of single-cell RNA-seq data from individual cells of mouse preimplantation embryos of mixed backgrounds that we could use strain-specific SNPs to distinguish transcription from the maternal and paternal chromosomes provided direct evidence for dosage compensation. When the paternal X chromosome was inactivated, the average gene dosage in the active maternal X chromosome increased to achieve a balance between the X chromosome and autosomes.

## Results

### Dosage compensation in the process of reactivation during mouse germ cell development

To examine whether the X chromosome undergoes a process of reactivation in mouse female germ cells at the different stages examined in this study, we isolated PGCs (E12.5, E13.5 and E16.5) and FGSCs using two-step enzymatic digestion, as previously described^27^, and then purified them using fluorescence-activated cell sorting (FACS) (Fig. 1A–F,H,I). We also collected oocytes (Fig. 1G). Next, the germ cells collected at different stages were analyzed using single-cell reverse-transcriptase PCR (RT-PCR) for *Xist* (an initial factor of X chromosome inactivation and the hallmark of an inactive X chromosome^35–38^), *Oct4* (a germ cell-specific transcription factor^39^) and *Mvh* (which is exclusively expressed in germ cells^40^). Tail fibroblasts isolated from mice were used as controls. The results showed that in all FGSCs and in 2 of 83 E12.5 PGCs, 2 of 109 E13.5 PGCs and 1 of 87 E16.5 PGCs, *Xist* was expressed. In contrast, oocytes and most of the PGCs did not express *Xist* (Figs 1J and S1–S3). These results demonstrated that one of the X-chromosomes in FGSCs was inactive. To confirm this finding, the frequencies of the Xi-like enrichment for histone H3 trimethylated at lysine 27 (H3k27me3)(a mark of transcriptionally silent chromatin^41^) in the FGSC line^27^ and FGSCs isolated from MVH-GFP mice was determined using immunofluorescence analysis. Our result showed the expected frequencies of the Xi-like enrichment for H3K37me3 in FGSCs (Fig. 1K–T). Taken together, these results indicated that the X-chromosome undergoes a process of reactivation in female germ cells from FGSCs to oocytes (Fig. 1U). More precisely, one of the two X chromosomes in FGSCs is inactivated and the other X chromosome is reactivated in most of the E12.5 PGCs, E13.5 PGCs, and E16.5 PGCs. Moreover, oocytes contain two active X-chromosomes^42, 43^.

**Figure 1:**
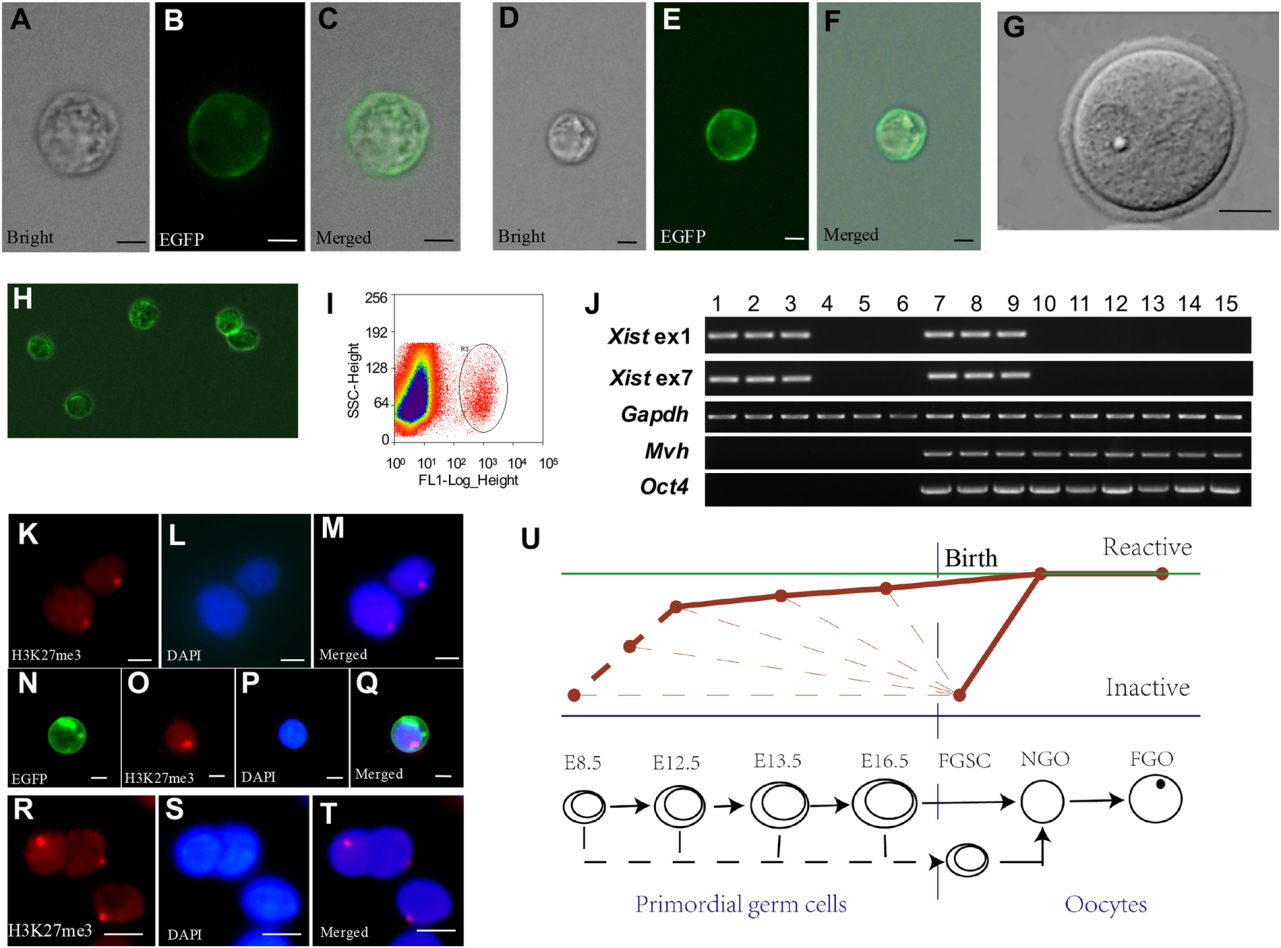
The X chromosome undergoes a process of reactivation in female germ cells from FGSCs to oocytes. (**A**–**C**) Representative morphology of Mvh positive cells from XX genital ridges after E12.5 under light microscopy and fluorescence microscopy. (**D**–**F**) Representative images of Mvh positive cells from ovaries of 3–5 days old Mvh-GFP transgenic mice (Mvh-cre; ROSA^mT/mG^ mice) under light microscopy and fluorescence microscopy. (**G**) Representative morphology of oocytes. (**H**) Representative view of merger for Mvh positive cells under light microscopy and fluorescence microscopy after purification with FACS.(**I**) An example for FGSC purification with FACS. (**J**) Single cell RT-PCR analysis of *Xist*, *Mvh* and *Oct4*. Lane 1–3, female Tail fibroblasts (positive control); lane 4–6, male tail fibroblasts (negative control); lane 7–9, FGSCs; lane 10–12, NGO; lane 13–15, FGO. Full-length gels are presented in Supplementary Fig. S15. (**K**–**M**) FGSC cell line showed the expected frequencies of the Xi-like enrichment for H3K27me3. Cells were counterstained with DAPI. (**N**–**Q**) Fresh isolated FGSCs showed the expected frequencies of the Xi-like enrichment for H3K27me3. Cells were counterstained with DAPI. (**R**–**T**) Female tail fibroblasts showed the expected frequencies of the Xi-like enrichment for H3K27me3 (positive control). Cells were counterstained with DAPI. (**U**)Schematic illustration of the process of reactivation in germ cell development: the FGSCs, PGCs and oocytes formed a process from X inactivation to X reactivation in germ cell development. The solid line shows the process we determined, while the dotted line shows the process we do not test. The slim dotted line indicated that early germ cells contain the cells entering meiosis and very small amount of the cells not entering meiosis (or precursors of FGSCs). For (**A**–**F**,**H**,**K**–**T**), Scale bar = 5 μm, for G, Scale bar = 20 μm. The experiments were conducted three times.

On the basis of the above information, we used RNA-seq data from FGSCs, PGCs, non-growing oocytes (NGOs) and fully grown oocytes (FGOs) to compare the expression levels of X-linked genes and autosomal genes in germ cell development in mouse. The RNA-Seq data for E12.5 PGCs, FGSCs and FGO produced in our laboratory provided sufficient depth of reads (Supplementary Table S1). Additionally, there were no statistically significant differences between the RNA-seq data produced in our laboratory and the data obtained from public database (Student’s t-test, p > 0.05. Supplementary Fig. S4). Therefore, we used these data to calculate dosage compensation states in germ cell development. 

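E12.5 PGCs, the fetal precursors of the gametes, were represented by 3 libraries, FGSCs from ovaries of mice aged 3 to 5 days by 2 libraries and germinal vesicle oocytes by 2 libraries. The labels do not use the name FGO, and the germinal vesicle oocytes were taken as the FGO, which the paper collected from mice aged 6 weeks, because the other deposited oocytes are MII oocytes. Ddx4 (Mvh), an RNA helicase of germ cells, was at 64.0 FPKM in E12.5 PGCs, 59.0 in FGSCs and 31.9 in FGO. Pou5f1 (Oct4) was at 10.1, 60.4 and 135 FPKM in the same order. Zp3, a glycoprotein of the zona pellucida around the oocyte, was at 4780 FPKM in FGO, 6.80 in E12.5 PGCs and 6.49 in FGSCs, both under 0.3% of its value in FGO. Hbb-y, a globin of embryonic red blood cells, was at 3378 FPKM in E12.5 PGCs, 3273 in FGSCs and 9.60 in FGO, and the embryonic globins Hbb-y and Hbb-bh1 made up 95.1% of the beta-globin FPKM in FGSCs. Of 20 marker genes of granulosa and pregranulosa cells, the somatic cells around the oocyte, 11 were higher and 1 was lower in FGSCs than in E12.5 PGCs at a q-value of 0.05 or less in the authors' deposited table, with the same counts when adjusted over the list alone. Among them, Wt1 was at 61.3 FPKM in E12.5 PGCs and 113 in FGSCs, and Amhr2, the receptor of anti-Mullerian hormone, was at 14.0 and 39.8. By the same test in the authors' deposited table, 4 of 10 endothelial genes were higher and 2 lower, 3 of 15 mesenchyme and theca genes were higher and 6 lower, 1 of 11 leukocyte genes was higher and 5 lower, 3 of 10 erythroid genes were higher and 4 lower, and none of 8 cumulus genes passed, each count being the same when adjusted over the list alone.

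TopHat and Cufflinks are named both by the paper, with the mm10 assembly and RefSeq annotation, and by the submitters' processing notes, with Cufflinks 2.2.1 and mm9, and the deposited tables carry Ensembl gene identifiers with mm9 coordinates. They hold 1 FPKM value per gene and cell type, made by the authors over the libraries of that cell type, so no spread between libraries can be given here, and the read depth, for which the paper cites Supplementary Table S1, was not used here. Summed over the 37980 listed genes, FPKM came to 688500 in E12.5 PGCs, 417955 in FGSCs and 560962 in FGO. The X: A ratio was computed as in the Methods, from 100 X-linked and 100 autosomal genes drawn 1000 times. Ratios of the medians of every gene were also taken, with intervals from 1000 resamplings of genes. These intervals describe the choice of genes and not the variation between animals.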

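X-linked genes without detected transcripts were more frequent than autosomal ones in each cell type. In E12.5 PGCs 73.5% of 2598 X-linked genes were listed at 0 FPKM, in FGSCs 69.9% and in FGO 70.4%. Of 34953 autosomal genes, 55.8%, 48.7% and 49.6% were listed at 0 in the same order. The X-linked genes with the highest values were Rps4x, a ribosomal protein gene, at 853 FPKM in E12.5 PGCs, Tmsb4x, an actin-binding protein gene, at 688 in FGSCs, and Ndufa1, a subunit of mitochondrial complex I, at 628 in FGO. With all genes included, the median FPKM of X-linked genes was 0 in each of these cell types. The autosomal median was 0 in E12.5 PGCs, 0.0205 in FGSCs and 0.00834 in FGO. The X: A ratio was 0 in all of them, from the 162 of 1000 draws in E12.5 PGCs, 643 in FGSCs and 547 in FGO whose autosomal median was above 0. Over protein-coding genes, a set chosen after seeing the data, it was 0.423 in E12.5 PGCs, 0.563 in FGSCs and 0.220 in FGO. Of those genes, 37.6% of the X-linked and 32.5% of the autosomal ones were listed at 0 in E12.5 PGCs.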

Our results showed that the ratios of X-linked expression to autosomal expression, as measured by RNA-seq, were close to or less than 0.5 when all genes were taken into consideration for all types of germ cells (Fig. 2A, Table 1). The median X: A expression ratio was close to or less than 0.5 in cells with one active and one inactive X chromosome (FGSCs) as well as in cells with two active X chromosomes (E12.5 PGCs, E13.5 PGCs, E16.5 PGCs, NGO, and FGO) (Fig. 2A, Table 1). This finding was puzzling in that such a low X: A (XX: AA ratio) was observed in these cells despite them having twice the transcriptional output from the X-chromosomes. In addition, male and female E13.5 PGCs showed the similar results, the X: A ratios for both PGCs were approximately 0.5 (Supplementary Fig. S5). 

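Xist, the RNA that marks an inactive X chromosome, was at 3.32 FPKM in E12.5 PGCs and 2.92 in FGSCs, with a q-value of 0.228 in the authors' deposited table. In FGO it was at 0.630 FPKM and lower than in E12.5 PGCs and in FGSCs, with q-values of 9.32e-05 in the authors' deposited tables. Xist and its antisense gene Tsix are given the same span there, from 100626856 to 100680296 on the X chromosome of mm9, and whether reads were assigned by strand is unknown. Of 10 X-linked genes known to escape inactivation, 6 were higher and 4 were lower in FGSCs than in E12.5 PGCs in the authors' deposited table, with the same counts when adjusted over the list alone. Eif2s3x, a translation initiation factor gene, was at 18.5 FPKM in E12.5 PGCs and 27.5 in FGSCs, whereas Ddx3x, an RNA helicase gene, was at 28.9 and 16.6. The median log2 ratio of these genes, on log2(FPKM + 1), was 0.49 and lay at the 81.4 percentile of 10000 random lists of similar expression. Ratios of mean FPKM over all genes, in which abundant transcripts weigh most, were 0.343 in E12.5 PGCs, 0.398 in FGSCs and 0.305 in FGO. Over genes whose test status was OK in the authors' tables, the X: A ratio was 0.828 in E12.5 PGCs and 0.669 in FGSCs, over 536 X-linked genes tested between them, and 0.534 in FGO, over 557 tested between FGO and MII oocytes.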

A previous study showed that the X: A ratios were approximately 0.5 when all genes were taken into consideration in human and mouse tissues and concluded that no dosage compensation occurred in the active X chromosome^11^. However, our analysis of specific germ cells and female mouse embryonic stem cells containing two active X chromosomes also demonstrated a similar X: A ratio. Thus, it appears to be inappropriate to calculate the X: A ratio when all genes are taken into consideration.

**Figure 2:**
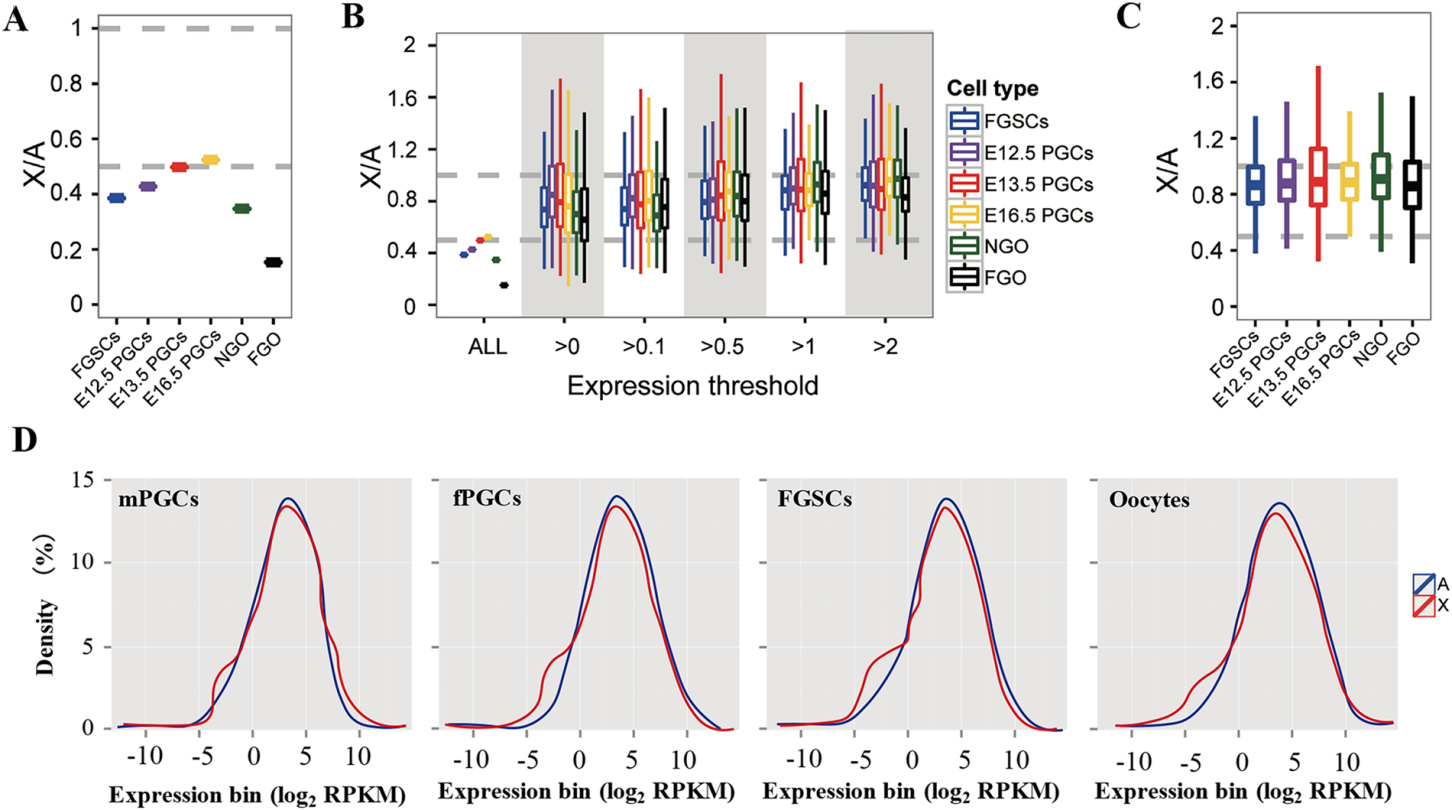
Comparisons of RNA-Seq gene expression levels between the X chromosome and autosomes in germ cell development. (**A**) X: A ratios of median expressions from germ cells when genes with no or very low expression are taken into consideration. The X: A ratio is significant closer to 0.5 compared to1 (Student’s t-test, p < 0.001). (**B**) For all types of germ cells, the X: A median expression ratios increased to close to 1 as no-/low-expression genes were gradually removed and remained stable after genes with FPKM ≤ 1 were removed. There were no differences between each types of germ cells. (P > 0.05, by Student’s t-test). (**C**) X: AA ratios of median expressions from germ cells when excluding no-/low-expression genes. There were no differences between each types of germ cells. (P > 0.05, by Student’s t-test) and the X: A ratio is significant closer to 1 compared to 0.5 (student’s t-test, p < 0.001). (**D**) Histograms of X-linked and autosomal expression distributions for male and female PGCs (mPGCs and fPGCs), FGSCs and NGO (Oocytes) (P > 0.05, by Kolmogorov-Smirnov test). The percentiles in all boxplots are 0.05, 0.25, 0.5, 0.75 and 0.95.

**Table 1:** The median X: A expression ratio in female germ cells at the different stages.

Cell type	Number of active X chromosome	X: A ratio (all genes)	X: A ratio (expression genes)
FGSCs	1	0.39^£^	0.89^§^
E12.5 PGCs	≈2	0.48^£^	0.91^§^
E13.5 PGCs	≈2	0.49^£^	0.93^§^
E16.5 PGCs	≈2	0.52^£^	0.93^§^
NGO	2	0.38^£^	0.94^§^
FGO	2	0.15^£^	0.85^§^

^£^Means the X: A ratio is significant close to 0.5 compare to1 (χ-squared test, p < 0.001), ^§^means the X: A ratio is significant close to 1 compare to 0.5 (χ-squared test, p < 0.001).

We can imagine that when the dosage of genes with no expression (0 fragments per kilobase of exon per million mapped fragments (FPKM)) is doubled, the dosage remains unchanged (still 0 FPKM). However, when the active genes are different, the dosage will be twice as high. From this perspective, genes with no expression (0 FPKM) should be excluded when evaluating dosage compensation. On the other hand, the low-abundance transcripts might result from technical or biological noise rather than active transcripts. Moreover, most RNA-seq experiments do not provide sufficient read depth to generate high-confidence estimates of gene expression for low-abundance transcripts. Consequently, the community adopted several heuristics for RNA-seq analysis, most notably an arbitrary expression threshold of 0.3–1 FPKM for downstream analysis^44–46^, which may explain the puzzling X: A ratios observed when the expression levels of X-linked genes and autosomal genes during germ cell development were compared. 

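Of 10826 X-linked and autosomal genes with FPKM > 1 in E12.5 PGCs, 1070 had FPKM < 1 in FGSCs, 59 of them X-linked and 1011 autosomal. Ngp, a granule protein gene of neutrophils, was at 18.0 FPKM in E12.5 PGCs and 0.762 in FGSCs, Apoa2, an apolipoprotein gene, at 13.3 and 0.635, and Rwdd3 at 11.9 and 0.520. On the X chromosome, Shroom4, a cytoskeletal protein gene, was at 7.18 and 0.665 FPKM and Ammecr1 at 7.68 and 0.775, both named after their values were seen. The median of the 1070 genes was 2.34 FPKM in E12.5 PGCs and 0.414 in FGSCs, and 39 of them were above 10 FPKM in E12.5 PGCs. In FGSCs 175 of them were listed at 0. Protein-coding genes made up 678 of them. A q-value of 0.05 or less in the authors' deposited table was reached by 679, among which 40 were X-linked. With FPKM < 0.5 in FGSCs and > 2 in E12.5 PGCs, 350 genes were found. In the other direction, 2319 genes had FPKM < 1 in E12.5 PGCs and > 1 in FGSCs.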

To confirm that low-abundance transcripts might result from technical or biological noise rather than active transcripts, forty genes with low-expression (FPKM < 1) in FGSCs but high-expression (FPKM > 1) in PGCs were randomly selected from our RNA-seq data. We used RT-PCR to examine whether these low-expression genes resulted from technical or biological noise rather than active transcripts. Our results showed that 87.5% (35/40) of selected genes were not active transcripts (Supplementary Fig. S6).

Thus, we reanalyzed the above RNA-seq data with the no-/low-expression genes excluded. Before we filtered out the genes with low expression level, we would like to know the percentages of expressed genes that were left after each level of filtering. 

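Among genes of all types with detected transcripts, a smaller share of X-linked than of autosomal genes lay above 1 FPKM in E12.5 PGCs, FGSCs and FGO. In E12.5 PGCs it was 61.8% of 688 X-linked genes above 0 FPKM (exact binomial 95% interval 58.0 to 65.4) and 67.4% of 15438 autosomal genes (66.6 to 68.1). In FGSCs it was 57.9% of 781 X-linked genes (54.3 to 61.4) and 64.9% of 17918 autosomal genes (64.2 to 65.6). In FGO it was 53.2% of 769 X-linked genes (49.6 to 56.8) and 65.4% of 17619 autosomal genes (64.7 to 66.1). Bmp15, an X-linked growth factor gene of oocytes, passed this threshold in FGO at 138 FPKM and did not in E12.5 PGCs or FGSCs, at 0.129 and 0.211, both under 0.3% of its value in FGO. Above 5 FPKM, 37.1% of the X-linked and 44.7% of the autosomal genes were left in E12.5 PGCs, 31.4% and 40.2% in FGSCs, and 28.5% and 41.7% in FGO. Over protein-coding genes, chosen after seeing the data, 71.6% of X-linked and 72.0% of autosomal genes above 0 FPKM lay above 1 in E12.5 PGCs, 69.8% and 73.0% in FGSCs, and 59.5% and 71.8% in FGO. The intervals treat genes as independent.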

Our results showed that most of the expressed genes were left after filtering (Supplementary Table S2). 

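The median of X-linked genes above 0 FPKM was 2.50 FPKM in E12.5 PGCs, 1.49 in FGSCs and 1.26 in FGO, and that of autosomal genes 3.67, 2.77 and 2.96. With only the genes at 0 removed, which include Tsx of the X-inactivation centre (named after its value was seen) in every cell type, the X: A ratio was 0.713 in E12.5 PGCs, 0.561 in FGSCs and 0.424 in FGO. At FPKM > 0.1 the ratio was 0.688, 0.588 and 0.538 in the same order. At FPKM > 0.5 it was 0.755, 0.710 and 0.600. At FPKM > 0 the 95% range of the draws ran from 0.290 to 1.52 in E12.5 PGCs, from 0.259 to 1.45 in FGSCs and from 0.188 to 1.06 in FGO.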

The calculated ratios of X-linked expression to autosomal expression based on RNA-seq data were strongly dependent on the inclusion or removal of genes with no/low expression genes. For all types of germ cells, the X: A median expression ratios increased to approximately 1 as more no-/low-expression genes were removed and remained stable after the removal of genes with an FPKM < 1 (Fig. 2B, Table 1). 

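The X-linked genes above 1 FPKM numbered 425 in E12.5 PGCs, 452 in FGSCs and 409 in FGO. Rpl10, a ribosomal protein gene with processed copies that may share its reads, was among the 5 highest in each, at 771, 670 and 479 FPKM. The X: A ratio at FPKM > 1 was 0.792 in E12.5 PGCs (0.481 to 1.28, 95% range of the draws), 0.742 in FGSCs (0.456 to 1.25) and 0.653 in FGO (0.393 to 1.15). At FPKM > 2 it was 0.788, 0.804 and 0.783, and at FPKM > 5 it was 0.965, 0.979 and 0.956. The filtered ratio answers a known change of X-linked expression only in part. When all X-linked FPKM values were multiplied by 0.5 before the filter at FPKM > 1, the ratio of medians became 0.601 of its value in E12.5 PGCs, 0.737 in FGSCs and 0.825 in FGO. When they were multiplied by 2, it became 1.64, 1.44 and 1.42 times its value. With the filter at FPKM > 5, multiplying by 0.5 left 0.948, 0.808 and 0.823 of the ratio in the same order. Multiplying by 2 gave 1.21, 1.14 and 1.13 times its value, so the ratios at that filter follow X-linked expression only weakly.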

Meanwhile the X: A median expression ratios were not statistically significant differences between each types of germ cells (P > 0.05, by Student’s t-test, Fig. 2C, Table 1). Moreover, the median X: A expression ratio for each type of cell in the germ cell development was independent of the number of active X chromosomes present in cell. Likewise, mouse male and female E13.5 PGCs yielded the same results; the median X: A expression ratios increased to approximately 1 as more no-/low-expression genes were removed and remained stable after the removal of genes with an FPKM < 1 for both male and female E13.5 PGCs (Supplementary Fig. S5). In addition, the absolute quantification of gene expression in the X chromosomes remained similar across all germ cells (Supplementary Fig. S7). Furthermore, the distributions of gene expressions were also similar between the X-chromosome and autosomes in male and female PGCS, FGSCs and Oocytes (P > 0.05, by Student’s t-test, Fig. 2D). 

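Of 536 X-linked genes tested between E12.5 PGCs and FGSCs, 157 were higher and 207 were lower in FGSCs in the authors' deposited table, so that 56.9% of the X-linked calls were lower, against 53.0% of the autosomal calls (4102 higher and 4622 lower). At 2-fold or more, 111 X-linked genes were higher and 144 lower in FGSCs in the authors' deposited table, and 3039 autosomal genes were higher and 2814 lower, so that the autosomal balance turned. In FGO, 174 X-linked genes were higher and 242 lower than in E12.5 PGCs, and 168 were higher and 265 lower than in FGSCs, in the authors' deposited tables. Lower calls made up 58.2% and 61.2% of these, against 50.6% and 51.0% of the autosomal calls in the authors' deposited tables. Taken from the medians over every gene with FPKM > 1, the X: A ratio of FGSCs over that of E12.5 PGCs was 0.952, with an interval of 0.797 to 1.12 from resampling the same genes in both. For FGO over E12.5 PGCs it was 0.822 (0.672 to 1.06), and for FGO over FGSCs 0.863 (0.689 to 1.16). None of these intervals excluded 1. Over genes with FPKM > 1 in both, FGO over E12.5 PGCs was 0.671 (0.482 to 0.846), at FPKM > 0 it was 0.624 (0.445 to 0.813), and at FPKM > 0.5 it was 0.766 (0.633 to 0.976). The direction turned at FPKM > 2, to 1.06 (0.793 to 1.26), and at FPKM > 5, to 1.03 (0.764 to 1.30).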

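The X chromosome had a lower median than each of the 19 autosomes among genes with FPKM > 1, in E12.5 PGCs and FGO as in FGSCs. In E12.5 PGCs the X chromosome stood at 0.784 of the autosomes (interval 0.671 to 0.919), and the autosomes ran from 0.811 for chromosome 19 to 1.17 for chromosome 16, each relative to the other autosomes. In FGSCs it stood at 0.747 (0.615 to 0.902), and the autosomes ran from 0.875 for chromosome 13 to 1.18 for chromosome 11. In FGO it stood at 0.644 (0.534 to 0.840), and the autosomes ran from 0.788 for chromosome 18 to 1.24 for chromosome 4. Among 10000 random lists of as many autosomal genes, the X-linked median lay at the 0.74 percentile in E12.5 PGCs, at 0.10 in FGSCs and at 0 in FGO. Over protein-coding genes, chosen after seeing the data, 1 autosome, chromosome 19, was lower than the X chromosome in E12.5 PGCs. Over the 275 X-linked genes with FPKM > 1 in all of these cell types, such as Rps4x and Rpl36a, the X: A ratio was 1.11 in E12.5 PGCs, 0.956 in FGSCs and 0.720 in FGO. The paper, which reports no significant difference in the X: A ratio between the germ cell types (Fig. 2C), states that the ratio does not depend on how many X chromosomes are active, and that the active X chromosome is upregulated where the other is inactivated, as in FGSCs.

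**Figure D1:**
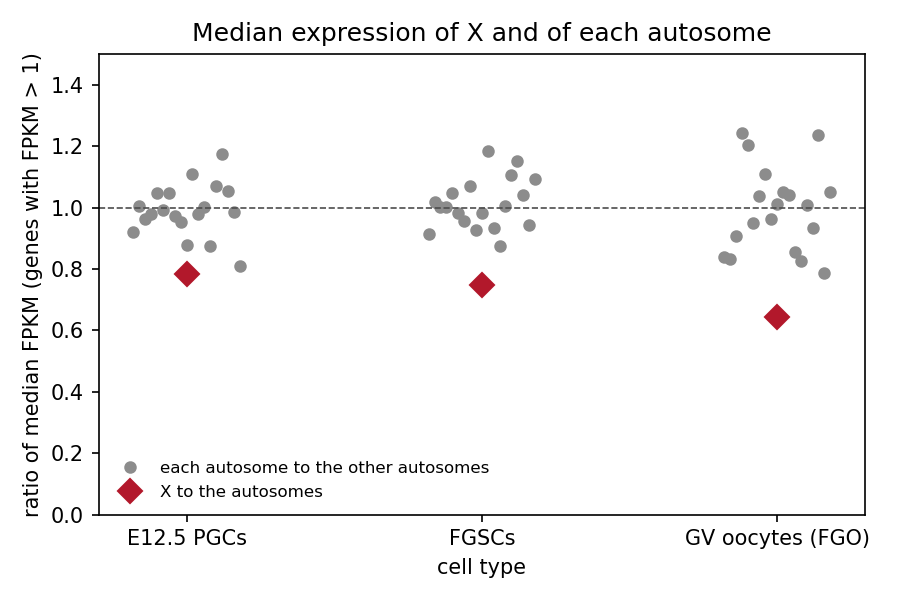
Ratio of median FPKM of each chromosome to the other autosomes (vertical axis, no unit) in each cell type (horizontal axis), over genes with FPKM > 1, with 1 grey point per autosome and a red diamond for the X chromosome against all autosomes. The diamonds sit at 0.784 in E12.5 PGCs, 0.747 in FGSCs and 0.644 in FGO, below every grey point of the same cell type, and no error bars are drawn.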

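X-linked transcripts differed widely between the cell types gene by gene. From E12.5 PGCs to FGSCs, Hs6st2, a heparan sulfate sulfotransferase gene, rose from 0.927 to 11.5 FPKM, Efnb1, an ephrin gene, from 2.42 to 23.8, and Cdk16, a cyclin-dependent kinase gene, from 16.3 to 84.2. Gnl3l, a nucleolar GTPase gene, fell from 38.5 to 5.62 FPKM, Rps6ka3, a ribosomal S6 kinase gene, from 26.9 to 4.72, and Tex11, a meiotic gene, from 11.7 to 2.08 (each of these with a q-value of 9.32e-05 in the authors' deposited table). From E12.5 PGCs to FGO, G6pdx, the glucose-6-phosphate dehydrogenase gene, rose from 3.08 to 127 FPKM and Msl3, a chromatin gene, from 2.14 to 34.1, while Gpc3, a glypican gene, fell from 213 to 1.36 and the homeobox genes Rhox6 and Rhox9, whose related copies may share reads, from 312 to 0.542 and from 459 to 1.33 (q-values of 0.000356 for Rhox6 and 9.32e-05 for the others in the authors' deposited table). Nr0b1, an orphan nuclear receptor gene, was at 16.7 FPKM in FGSCs and fell to 0.681 in FGO, and Maged2 from 179 to 9.33 (both with a q-value of 9.32e-05 in the authors' deposited table).

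Of 25 X-linked housekeeping genes, 3 were higher and 16 lower in FGSCs than in E12.5 PGCs in the authors' deposited table (17 lower when adjusted over the list alone). In FGO, 4 were higher and 16 lower than in E12.5 PGCs, and 7 were higher and 15 lower than in FGSCs, in the authors' deposited tables, with the same counts when adjusted over the list alone. Their median log2 ratios, on log2(FPKM + 1), were -0.52, -0.84 and -0.48, at the 63.1, 13.0 and 3.46 percentiles of random lists of similar expression. Of members named after their values were seen, Hprt, a purine salvage gene, was at 146, 59.7 and 33.0 FPKM in E12.5 PGCs, FGSCs and FGO, and Pgk1, a glycolytic gene, at 148, 75.7 and 28.9. Of 18 X-linked genes of germ cells, 2 were higher and 6 lower in FGSCs than in E12.5 PGCs in the authors' deposited table, and of 7 genes of the X-inactivation centre 1 was higher and 2 lower, with the same counts when adjusted over the list alone.

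Over 366 X-linked genes with FPKM > 1 in both, the median log2 ratio of FGSCs to E12.5 PGCs was lower than that of autosomal genes, with a difference of -0.13, which lay at the 4.04 percentile of 10000 random autosomal lists. For FGO the difference was -0.31 against E12.5 PGCs, over 287 X-linked genes, and -0.33 against FGSCs, over 306, at the 0.66 and 0.09 percentiles. With FPKM > 1 in at least one of the cell types these were -0.64 and -0.55, both at the 0 percentile, and at FPKM > 5 in both they were -0.25 and -0.19, at the 5.21 and 7.73 percentiles. Without multicopy gene families, the difference between FGSCs and E12.5 PGCs was -0.05, at the 25.6 percentile. The values compare these pooled libraries and carry no replicate check.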

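X-linked genes of FGSCs with FPKM > 1 had lower quartiles and a lower median than autosomal genes. The quartiles were 2.35 and 20.0 FPKM for X-linked genes and 3.02 and 23.7 for autosomal genes, around medians of 6.07 and 8.12. The Kolmogorov-Smirnov distance between X-linked and autosomal log2 FPKM in FGSCs was 0.0840, at the 99.8 percentile of 10000 random autosomal lists of as many genes, whose median distance was 0.0379. Among all genes of FGSCs with FPKM > 0 the distance was 0.0980, at the 100 percentile. At FPKM > 2 it was 0.0687, at the 94.3 percentile. Above 5 FPKM the X-linked and autosomal medians in FGSCs were 17.67 and 17.70 FPKM. No p-value is given, since each cell type has 1 pooled value per gene and genes are not replicates.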

The absence of doubling transcriptional output from the X-chromosome in these germ cells maintained a balanced expression with the autosomes. Moreover, when one of the X chromosomes was inactivated (female) or when only a single X chromosome (male) was present in the cell, the average gene dosage on the active X chromosome was upregulated to maintain a balanced expression with the autosomes. Additionally, the X: A ratios calculated using a previously published RNA-seq dataset from the early stages of XCI during the differentiation of female (ESCs) to embryoid bodies^20^ was in accordance with our finding by and large (Supplementary Fig. S8).

In conclusion, we demonstrated that no-/low-expression genes should be excluded when calculating the X: A ratio. Furthermore, our analysis demonstrated that there is a similar X: A ratio whether there are one or two active X chromosomes present in cells (the X: A ratio in all cell types is approximately 0.5 if no-/low-expression genes are included in the analysis, and approximately 1 if no-/low-expression are excluded). The combined analyses of mouse germ cells and embryonic stem cells supported the hypothesis that most of the expressed genes on the single active X chromosome were upregulated to achieve a similar level of expression to that of two active X chromosomes and autosomes present in two copies.

### Recent RNA-seq data obtained from mammalian tissues confirmed dosage compensation

Only a small number of species have been investigated for their dosage compensation status. Now, we analyzed the recent RNA-seq data obtained from mammalian tissues (seven *Rattus norvegicus* tissues, seven *Sus scrofa* tissues, eight *Bos taurus* tissues and eight *Macaca mulatta* tissues) and excluded no-/low-expression genes. For all cases, the X: A ratios were close to 1 for genes with an FPKM ≥ 1 (Student’s t-test, p < 0.05. Supplementary Fig. S8). These results indicated that the transcriptional output from the X chromosome was doubled in all species examined to achieve dosage compensation. The analyzed tissues were derived from both males and females, and similar X: A ratios were calculated for male and female tissues from all species examined. These results indicate that status of dosage compensation in *Rattus norvegicus*, *Sus scrofa*, *Bos Taurus* and *Macaca mulatta* is similar to that in *Homo sapiens* and *Mus musculus*.

### Single-cell RNA-Seq data confirms X-upregulation in mouse

Although the transcriptome data from various tissues supported Ohno’s hypothesis, further evidence was obtained from the RNA-seq analysis of tissues comprising many cell types. The single cell is the basic functional unit of life and dosage compensation is a biological phenomenon that occurs at the level of at single cell. Increasing experimental evidence and relevant theoretical derivations have shown that differences between individual cells can lead to important and even decisive consequences in many biological processes, including the occurrence and development of diseases. As a powerful tool to analyze global gene expression at the single-cell level, single-cell transcriptome sequencing (single-cell RNA-seq) enables the measurement of expressions of a single copy of the genome and can remove the effects of mixed expressions of multiple genomes in traditional tissue sequencing^47^. This tool can provide new insights into cell differentiation, cell-to-cell variation and gene regulation, and the inter dependencies between them.

To determine whether X-linked genes were expressed at levels twice that of autosomal genes per active allele, we first investigated whether the X chromosome and autosomes had similar expression profiles at the single-cell level. We used single-cell RNA-seq data from mouse fibroblasts as an example to determine the distribution of X-linked and autosomal gene expression. In all mouse single fibroblast cells examined, the frequency of genes with no expression was significantly higher in the X-chromosome than in autosomes (P < 0.05, by Student’s t-test, Fig. 3A). The distributions of gene expressions were also similar between the X chromosome and autosomes in a single fibroblast cell, even when including all genes with any evidence of expression (>0 FPKM, Fig. 3B,C, Supplementary Fig. S10). Likewise, the calculated median X: A expression ratios based on single-cell RNA-seq data were strongly dependent on the inclusion or removal of genes with no/low expression, and remained stable after the removal of genes that were expressed weakly or not at all (Fig. 3D, Supplementary Table S3). Our results indicated that we could use FPKM < 0.1 as cutoff criteria in single cell RNA-seq data (Fig. 3D, Supplementary Table S3). We also showed that most of the expressed genes were not removed by the filter (Supplementary Table S4).

**Figure 3:**
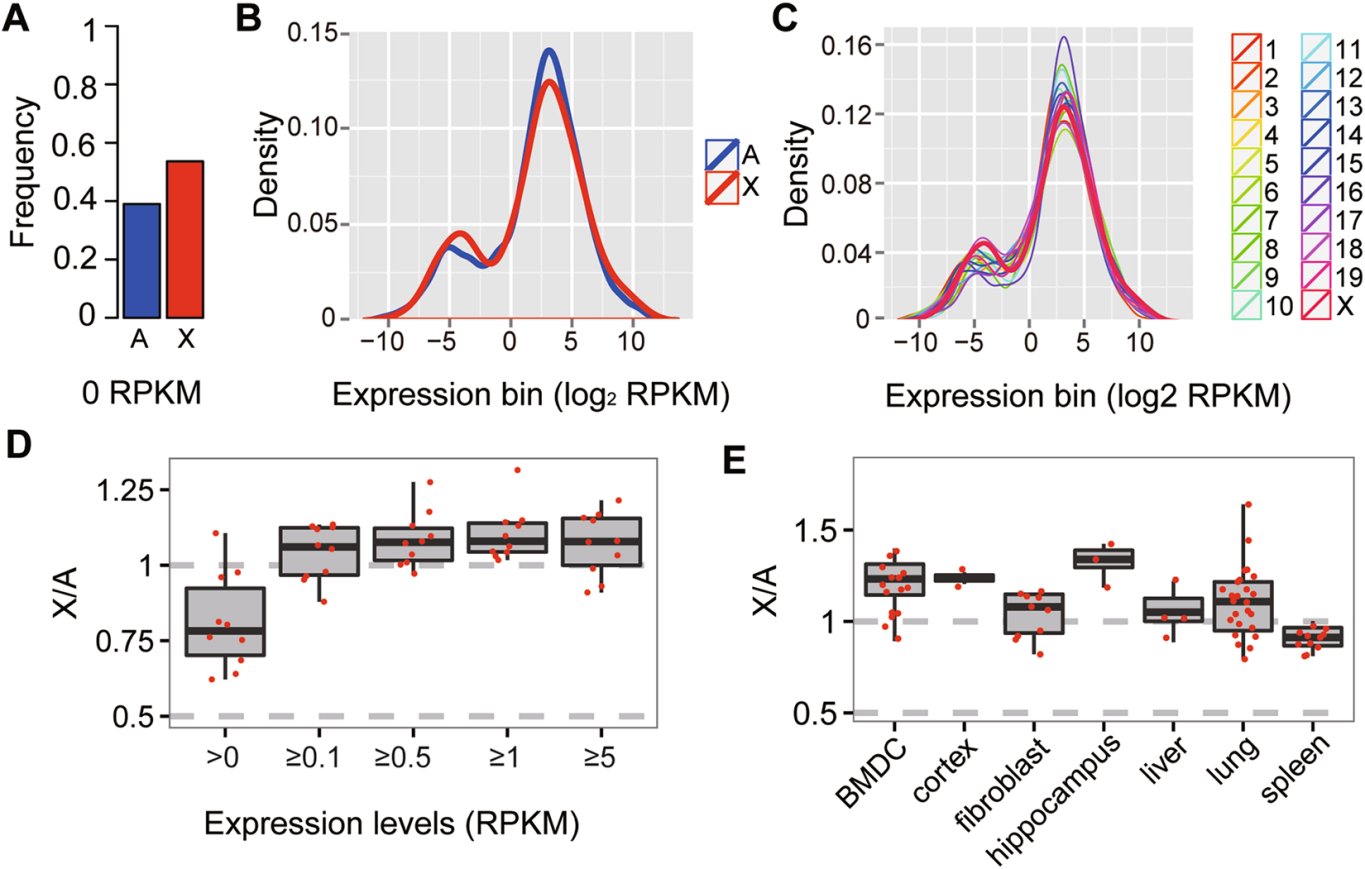
Distributions of gene expression are similar between the X chromosome and autosome in mammals at the single cell level. (**A**) The frequency of genes with no expression was significantly higher on the X chromosome than on autosomes in mouse fibroblast cell based on single cell RNA-Seq(P < 0.05, by Student’s t-test). (**B**) Histograms of X-linked and autosomal expression distributions (P > 0.05, by Kolmogorov-Smirnov test). (**C**) Histograms of expression distribution for genes with >0 FPKM on each mouse fibroblast chromosome expect (P > 0.05, by Kolmogorov-Smirnov test). (**D**) X: A median expression ratios based on single cell RNA-Seq data were strongly dependent on FPKM cutoffs (>0, ≥0.1, ≥0.5, ≥1, ≥5). There were no differences between each ≥0.1expression threshold. (P > 0.05, by Student’s t-test). (**E**) X: A ratios of median expressions based on single cell RNA-Seq from bone marrow-derived dendritic cells (BMDC) (male, N = 15), cortex cells (N = 2), fibroblast cells (female, N = 10), hippocampus cells (N = 3), liver cells (female, N = 4), lung cells (N = 25) and spleen cells (male, N = 10) when excluding no-/low-expression genes. Sex information is listed in parentheses after the cell names, and N represents the number of single cell RNA-seq data with this type of cells in the parentheses after the cell names. There were no differences between each types of single cells. (P > 0.05, by student’s t-test) except cortex and hippocampus (P < 0.05, by Student’s t-test). And the X: A ratio is significant closer to 1 compared to 0.5 (Student’s t-test, p < 0.001). The percentiles in all boxplots are 0.05, 0.25, 0.5, 0.75 and 0.95.

We further calculated the X: A ratios by excluding no-/low-expression genes (FPKM < 0.1) with several single-cell sequencing datasets. We found that the X: A ratios were all approximately1 (χ-squared test, Fig. 3E, Supplementary Table S3), which further supported the hypothesis that X-linked genes were upregulated to balance the expression of autosomes. Similar to previous studies in mammalian somatic tissues^6, 11, 12^, we found that the X: A ratios were higher in cells derived from brain tissue (cortex and hippocampus) compared to other tissues. We obtained similar results when we used a FPKM cutoff of 1 to compared the X: A ratio across different samples from single cell RNA-Seq data (Supplementary Fig. S10).The higher X: A ratio in the brain versus other tissues is independent of mammalian species and sex; however, the explanation for the higher X: A ratio should be confirmed by additional analyses. Nevertheless, we concluded that the median expression of genes from the single active X chromosome is doubled in the tissues to achieve dosage compensation at the single-cell level.

### Dosage compensation in the process of inactivation during mouse early embryogenesis using single-cell RNA-seq data

Based on information that the X-chromosome undergoes a process of inactivation in mouse early embryogenesis: at the four-cell stage both X chromosomes are active, but the paternal X is inactivated in preimplantation development^32^ (Fig. 4A). We examined a time-series of transcriptome sequencing data to obtain more insight into this developmental process. We used recently published single-cell RNA-seq data in which all cells were isolated *in vivo* from F1 embryos (CAST/EiJ × C57BL/6J, abbreviated as CAST and C57, respectively), from the oocyte to blastocyst stages of mouse preimplantation development. CAST and C57 mice are relatively divergent, and thus, this F1 hybrid is rich in SNPs (82% of all genes expressed during preimplantation development contained ≥1 informative SNP and different SNPs within the same gene gave coherent allelic calls), permitting the use of strain-specific SNPs to distinguish transcription from maternal (Xm) and paternal chromosomes (Xp)^33^. To assess allele-specific expression using SNPs with this RNA-seq data, we first showed that the SNP-containing genes were widely scattered on all chromosomes and that the ratio (SNP-containing genes/total genes) from each chromosome was very similar (Supplementary Fig. S11A). Meanwhile, we also found that SNP-containing genes were widely scattered on each level of filtering and that the ratio (SNPs containing expression genes/total expression genes in this filtering level) from each level of filtering was very similar (Supplementary Fig. S11B). What’s more, although not all genes contained strain-specific SNPs, we found that (i) the X: A ratios calculated according to all reads were similar to SNP-containing reads, (ii) the X: A ratio in mouse early embryogenesis from the four-cell stage to the early blastocyst stage in both sexes were close to 1 (similar to the results from germ cell development), (iii) the X: A ratio is the same in cell types in which X chromosomes inactivation has not yet taken place and also in cell types with inactive X chromosomes (Fig. 4B,C), indicating that we could use SNP-containing reads to describe the expression landscapes. The median X: A ratios were no statistically significant differences between each types of embryonic cells and between males and females (P > 0.05, by Student’s t-test). To confirm this, we compared gene expression of the X chromosome between each embryonic cell type. Our results showed that the absolute quantification of X chromosome gene expression remained similar in each embryonic cell type in mouse (Supplementary Fig. S12). In addition, we found that the total gene expression of the X chromosome per cell were no statistically significant differences between each embryonic cell type or between males and females (P > 0.05, by student’s t-test, Fig. 4D).

**Figure 4:**
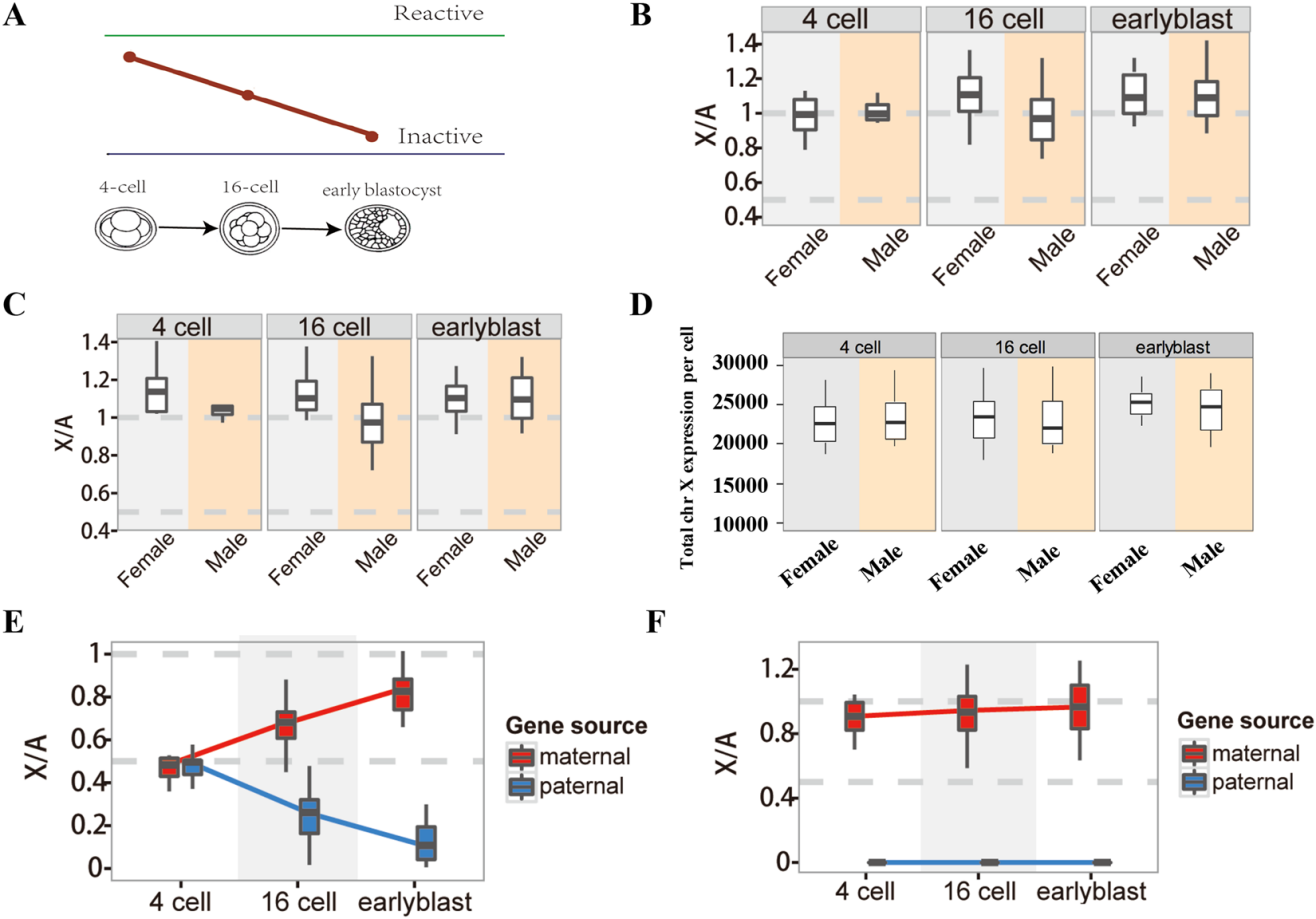
Comparisons of RNA-Seq gene expression levels between the X chromosome and autosomes in mouse early embryogenesis. (**A**) Schematic illustration of the process of inactivation in mouse early embryogenesis: The initiation of iXCI begins at early preimplantation in embryos and Xp-Xist is expressed around the four-cell stage. Next, the active paternal X chromosome becomes gradually inactive from the four-cell stage to early blastocyte stage to form a process from X reactivation to X inactivation. (**B**) X: A ratios of median expressions according to all reads for each sex and embryonic day. There were no differences between each types of embryonic cells and between males and females. (P > 0.05, by Student’s t-test). (**C**) X: AA ratios of median expressions according to SNP-containing reads for each sex and embryonic day. There were no differences between each types of embryonic cells and between males and females. (P > 0.05, by Student’s t-test). (**D**) Boxplots showing the distribution of cellular X chromosome FPKM sums for each sex and embryonic day. There were no differences between each types of embryonic cells and between males and females. (P > 0.05, by Student’s t-test). (**E**) Comparisons of X: AA ratios of median expressions between paternal X chromosome and maternal X chromosome from female 4-cell stage (N = 11), 16-cell stage (N = 21) and early blastocyst stage (N = 15) in female embryo. (**F**) Comparisons of X: AA ratios of median expressions between paternal X chromosome and maternal X chromosome from male 4-cell stage (N = 3), 16-cell stage (N = 27) and early blastocyst stage (N = 28) in male embryo. N represents the number of single cell RNA-seq data with this stage in the parentheses after early embryogenesis. The percentiles in all boxplots are 0.05, 0.25, 0.5, 0.75 and 0.95.

To investigate the transcriptional changes that occur on the Xi and Xa specifically, we calculated the ratio of X_p_: AA and X_m_: AA over the time course. In the four-cell stage, the X_p_: AA ratios and X_m_: AA ratios of female embryos were both approximately 0.5 (P > 0.05, by student’s t-test, Fig. 4E, Supplementary Table S5), indicating that both the X_p_ and X_m_ chromosomes were active, consistent with previous research^32^. In the 16-cell stage, the X_m_: AA and X_p_: AA ratios of female embryos were 0.69 and 0.30, respectively (Fig. 4E, Supplementary Table S5). This result indicated that the average gene dosage on the maternal X chromosome was increased to compensate for the decreased gene dosage on the paternal X chromosome, which ensured that the X: A ratio remained close to 1. In the early blastocyst stage, the X_m_: AA and X_p_: AA ratios of female embryos were 0.84 and 0.12, respectively (Fig. 4E, Supplementary Table S5), which revealed a continuous process of inactivation of the paternal X chromosome and dosage compensation in the maternal X chromosome to ensure that the X: A ratio remained close to 1. Furthermore, male embryos only have one maternal X chromosome and their X_m_: AA ratios were close to 1 (the X_p_: AA ratio was 0) for all stages from the four-cell stage to the early blastocyst stage (Fig. 4F, Supplementary Table S5), indicating that the the average gene dosage on the single active X chromosome was upregulated to achieve a similar level to that of the autosomes, which are present in two copies.

Our comparison of X: A ratios in mouse early embryogenesis represented direct evidence of dosage compensation and provided a visual representation that the average gene expression level from the active X chromosome increased during the process of inactivation of the other X chromosome. In addition, the increase of the average gene dosage on the active X chromosome was dependent on the decrease of the average gene dosage on the inactive X chromosome, such that the X: A ratio remained close to 1. Taken together, these results represent direct evidence to support the hypothesis that X-linked genes are upregulated to match the expression level of autosomes.

## Discussion

Dosage compensation is the fundamental process by which gene expression from the male monosomic X chromosome and from the diploid set of autosomes is equalized. Dosage compensation exists widely in the biosphere and is a complex phenomenon that includes different mechanisms^38, 39, 48, 49^. During the evolution of the X chromosomes from a pair of autosomes, the gene expressions of the X chromosomes doubled to compensate for the degradation of the Y-chromosome to achieve a balance with the autosomes. Although much of the research on dosage compensation is consistent with Ohno’s hypothesis, this hypothesis has been subjected to intense scrutiny and remains controversial. Until recently, many reviews on dosage compensation still take different perspectives^17, 50^.

Most of the studies on dosage compensation have focused on adult somatic tissues. However, by using allele-specific RNA-seq, Marks *et al*.^20^ showed that gene expression of the active X chromosome (Xa) is upregulated, resulting in complete dosage compensation between X-linked and autosomal genes when female ESCs differentiated into EBs. Our results from calculating the dosage compensation in early embryogenesis in mouse were in accordance with this study. We also showed that the average gene expression level from the active X chromosome increased during the inactivation of the other X chromosome.

Marks *et al*.^20^ and Deng *et al*.^12^ showed that female ESCs have a high X: A ratio. However, the high X: A ratio might be independent of the number of active X chromosome in cells, as a high X: A ratio was also observed in cells derived from brain tissue. To confirm this, we reanalyzed the mouse data we examined from Supplementary Table S5. Our results showed that there was no direct relationship between the X: A ratio and number of active X chromosomes (Fig. 5). In addition, the high X: A ratio is significant close to 1 than 2 (student’s t-test, p < 0.001). Therefore, the high X: A ratios in the brain and female embryonic stem cells compared to other tissues is independent of mammalian sex as well as the number of active X chromosome in cells. Additionally, CHIP-seq that measured a higher level of Pol II S5p at the 5′ end of expressed in X-linked genes compared to autosomal genes in brain than in fibroblasts probably reflecting this issue^51^.

**Figure 5:**
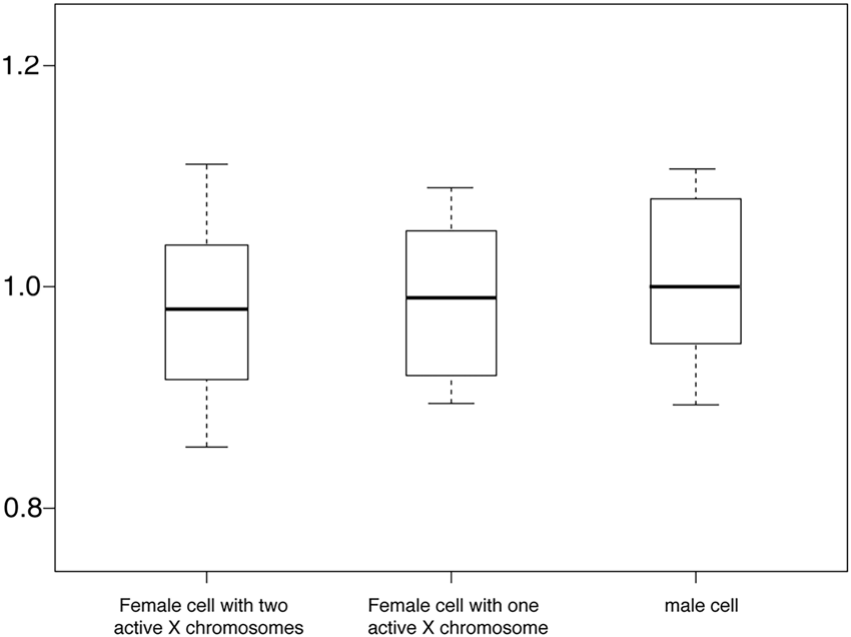
There is a similar X: A expression ratio whether there are one or two active X chromosomes present in cells. We divided all the cells in mouse we examined into three groups (female with two active X chromosomes, female with one active X chromosomes and male), the X: A expression ratio for all the three groups are close to 1 whether there are one or two active X chromosomes present in cells (P > 0.05, by Student’s t-test). The X: A ratio for each group is significant close to 1 compare to 0.5 (student’s t-test, p < 0.001). The percentiles in all boxplots are 0.05, 0.25, 0.5, 0.75 and 0.95.

Our results provided more reasonable evidence that low-abundance transcripts might result from technical or biological noise rather than active transcripts. Although the effects of low FPKM on the calculation of the X: A ratio has been reported in other papers, there is not enough evidence to confirm that low-abundance transcripts result from technical or biological noise rather than active transcripts. Our results demonstrate that it is inappropriate to calculate the X: A ratio in cells containing two active X chromosomes when all genes are included. It is obviously impossible to observe such a low X: A (XX: AA) ratio in cells containing two X chromosomes. Additionally, we used RT-PCR assay to examine whether these low-expression genes resulted from technical or biological noise and subsequent result showed that 87.5% (35/40) of selected genes were not actively transcripted.

The reason that we calculated the X: A ratios with genes above a value (i.e., 1) was to exclude genes that are not expressed. Previous studies and our results proved that many genes with very small FPKM are actually not expressed and that the small expression values result from improper mapping of reads from homologous sequences. The genes with low levels of expression are much more distributed on the X chromosome (Supplementary Fig. S13), which explains why we obtained a low X: A ratio. We propose that the dosage compensation mechanism to equalize the output between the X chromosome and autosomes is expected to target only genes that are appreciably expressed, as there would be no need for such a mechanism to work on genes that are silent or strongly repressed under the cellular conditions assayed.

Our results from the analysis of RNA-seq data obtained from the process of inactivation/reactivation in both germ cell development and early embryogenesis in mouse suggest that genes expression is balanced between the X chromosomes and autosomes in mouse. More importantly, the SNP-containing RNA-seq data from individual cells of mouse preimplantation embryos of mixed backgrounds provide direct evidence that the gene dosage of the single active X chromosome is upregulated to achieve a similar level to that of two active X chromosomes and autosomes present in two copies. This is perhaps the reason why monosomy for any mammalian chromosome is a hard lethal but the X chromosome as a single active copy is viable.

Wang *et al*.^52^ found a gradually increasing X: A values in mouse male preimplantation embryos, which were not in accordance with our and other finding^6, 53^. We believed that these different conclusions are due to different statistical methods. When calculated X: A ratio, Wang *et al*. calculated the ratio of the average expression level of X-linked genes to that of autosomal genes, however, we and others^6–16, 20^ calculated the ratio of the median expression level of X-linked genes to that of autosomal genes. The advantage that calculated X: A ratio by median could avoid that the expression level is driven by just few highly expressed genes. Another difference of statistical methods being used between Wang *et al*. and us is the single cell nature of the measurements. We test the X: A value for per single cells respectively, then we got the mean X: A value over the cells of the given embryonic day. However, Wang *et al*. calculated X: A ratio with mean FPKM of X chromosome and autosomes in each embryonic day. Our statistical methods actually make use of the single cell nature of the measurements since dosage compensation is a biological phenomenon that happens in single cell level. Furthermore, not only do FPKM cutoffs affect X: A ratio calculation but so do choice of short-read mapping parameters, reference genome annotation, expression data distribution, tissue source for RNA and RNA-seq library construction methods and inclusion of single- vs. multi-copy genes^54^.

The novelty of our observation is that the X: A ratio is same in cell types in which X chromosomes inactivation has not yet taken place and also in cell types with inactive X chromosomes (the X: A ratio in all cell types is about 0.5 if no-/low-expression genes are included in the analysis, and the ratio is close to 1, if no-/low-expression genes are excluded). Our observation implies the existence of a buffering system consisting of some sort of a “sensing mechanism” to know how many X chromosomes are being transcribed, and a mechanism to increase the transcriptional output if there is only one X chromosome being transcribed. The SNP data in the embryo profiles again implies the existence of a buffering mechanism: the maternal X appears more highly expressed in male embryos (where the maternal X is the only X chromosome) than in female embryos (where the paternal X also contributes to expression)–and this mechanism appears present and fully functioning by the 4-cell stage.

Some studies believe that changes in gene dosage during sex chromosome evolution would have greater consequences for some genes (such as dosage-sensitive genes) but weaker consequences for others (such as 1-to-1 orthologs between mammals and birds)^15, 16, 19^. However, our analysis identified the integral dosage balance between X chromosome and autosomes for expressed genes in cells not only with one active X chromosome but also with two active X chromosomes. Therefore, dosage compensation may refer to the integral gene expression balance between X chromosomes and autosomes instead of the idea that gene expression in the active X chromosome is simply doubled one by one. Previous studies showed that inactivation could creep slowly along the mammalian X chromosomes^55–58^, our analysis in the process of inactivation/reactivation indicated that dosage compensation would kept pace with inactivation, the increase in the average gene dosage on the active X chromosome was dependent on the decrease in the gene dosage on the inactive X chromosome.

## Methods

### Animals

We used Mvh-cre (Mvh-cre) male mice^59^ and ROSA^mT/mG^ female mice^60^ (a double-fluorescent *Cre* reporter mouse that expresses membrane-targeted tandem dimer Tomato (mT) before *Cre*-mediated excision and membrane-targeted green fluorescent protein (mG) after excision) to create Mvh-GFP transgenic mice (Mvh-cre;ROSA^mT/mG^). The Mvh*-cre* male mice and ROSA^mT/mG^ female mice were purchased from the Model Animal Research Center of Nanjing University, China. All animal experiments were approved by the Institutional Animal Care and Use Committee of Shanghai and were performed according to the National Research Council Guide for the Care and Use of Laboratory Animals.

### Isolation and purification of FGSCs from mouse ovaries

Ovaries from Mvh-GFP transgenic mice (aged 3–5 days) were collected, washed with ice-cold phosphate-buffered saline (PBS), and cut into small pieces. Two-step enzymatic isolation of FGSCs was performed, as described previously^27^. Briefly, the mice ovarian tissues were treated with 1 mg/ml collagenase (Type IV; Sigma), followed by 0.05% trypsin and 1 mM EDTA digestion at 37 °C to dissociate cells. After passing through a 13-μm nylon cell filter, the cells were suspended in PBS and subjected to FACS, according to the manufacturer’s instructions, to sort GFP-positive cells.

### Isolation and purification of PGCs from mouse genital ridges

The parts of the XX genital ridges (E12.5, E13.5 and E16.5) from Mvh-GFP transgenic mice were dissociated by treating them with 1 mg/ml collagenase (Type IV; Sigma), followed by 0.05% trypsin and 1 mM EDTA digestion at 37 °C to dissociate cells. After passing through a 30-μm nylon cell filter, the cells were suspended in PBS and MVH^+^ cells were separated by FACS, as described above, according to the manufacturer’s instructions.

### Isolation mouse tail fibroblasts

Mouse tails tip were cut, and sprayed with 70% EtOH. After removing the superficial dermis, the tails were cut into 2–3 mm pieces and placed in gelatin coated dishes (35 mm) containing mediun (DMEM with 4.5 g/l glucose and L-glutamine (Gibco), 10% fetal bovine serum, and 1% penicillin/streptomycin). The explants were incubated at 37 °C, 5% CO2, for 5 days, during which fibroblasts migrated out of the explants. The explants were then removed and the cells were cultured in fresh medium until they reached confluence.

### Nongrowing and fully grown oocytes collection

NGO were collected from the ovaries of newborn female mice at 3 days of age. The ovaries were dissociated by treating them with 1 mg/ml collagenase (Type IV; Sigma), followed by 0.05% trypsin and 1 mM EDTA digestion at 37 °C. After pipetting of ovaries, NGO (diameter: 15–30 μm) were collected using a micromanipulator. FGO were collected from the ovaries of 6-week-old C57BL/6 female mouse 46–48 h after 8–10U pregnant mare serum gonadotropin (PMSG) injection. The antral follicles were punctured by 30-gauge needles, and the FGO enclosed by several layers of cumulus cells were selected. Adherent cumulus cells were removed by hyaluronidase treatment, and the denuded oocytes were collected.

### Single-cell RT-PCR

A single cell was incubated in reverse transcription buffer supplemented with 0.1% NP-40 and 0.5 U RQ1 RNase-free DNase (Promega) for 15 min at 37 °C, 3 min at 75 °C, and 5 min on ice. Reverse transcription was carried out by adding 0.5 μl of 100 μM random 6-mer primers, 0.5 μl of 10 mM dNTP mix (Invitrogen), and 0.5 μl of 200 U/μl SuperScript III reverse-transcriptase (Invitrogen). This was followed by incubation at 50 °C for 1 h. The reactions were incubated at 37 °C for 15 min with 1U of RNase H (Invitrogen). The cDNA was then amplified with a Multiple Annealing and Looping Based Amplification Cycles (MALBAC) kit. We carried out two rounds of PCR amplification of the cDNAs to detect *Xist* genes, and two FGSCs and oocyte marker genes (*Mvh* and *Oct4*). For the first-round PCR, we used a mixture of all the primers listed in Supplementary Table S6 to amplify all of the sequences in 20-μl reactions. Aliquots (1 μl) of the first PCR products were used as templates for the second PCR in 20-μl reactions. PCR products were isolated, sub-cloned, and sequenced to confirm the gene sequences.

### RT-RCR

Total RNA exaction from FGSCs and PGCs was performed as previously described^27^. Reverse transcription was performed using a HiScript^®^IIQRTSuperMix (+gDNA wiper) kit (Vazyme, R223-01), according to the manufacturer’s instruction. For RT-PCR, 30 cycles were performed using Taq polymerase (Takara, R10T1M) with primer sets specific for each gene (Supplementary Table S7). Samples were detected using ethidium bromide (EB) staining. PCR products were isolated, sub-cloned, and sequenced to confirm the gene sequences.

### Immunofluorescence

The cells were fixed with 4% paraformaldehyde (PFA) in PBS (pH 7.4) for 15 min at 37 °C. After washing with PBS twice, the cells were permeabilized for 10 min with 0.1% Tween 20 in PBS (PBST). Cells were then incubated in blocking solution (10% goat serum in PBS) for 30 min at 37 °C, before being incubated with primary antibody overnight at 4 °C. Primary antibodies against the following molecules were used: H3K27me3 (1:200; Abcam). After three consecutive 5-min washes in blocking solution, cells were incubated for a further 30 min at 37 °C with secondary TRITC-conjugated antibodies (1:200; Invitrogen) diluted in PBS. The cells were then washed with PBS twice and stained with 4,6-diamidino-2-phenylindole dihydrochloride (DAPI) in PBS. Cells were further washed twice with PBS, then viewed under a fluorescence microscope.

### RNA-seq data and analyses in mouse

To generate expression data for mouse FGSC, E12.5 PGCs and FGO by RNA-seq, purified mRNA was used to build a sequencing library for Illumina sequencing. We sequenced the library by Illumina Hiseq 2500 and aligned RNA-seq reads to Mus musculus UCSC mm10 references with the Tophat software (http://tophat.cbcb.umd.edu/), and calculated the FPKM of each gene using Cufflinks (http://cufflinks.cbcb.umd.edu).

### Gene expression level determination

Gene expression was measured by FPKM (Fragments Per Kilobase Per Million reads). Gene expressions of the mammalian tissues presented in Supplementary Fig. S4 (seven *Rattus norvegicus* tissues, seven *Sus scrofa* tissues, eight *Bos taurus* tissues and eight *Macaca mulatta* tissues) were directly obtained from Baseline Atlas (under Expression Atlas)^61^. The Baseline Atlas provides gene expressions under “normal” conditions. Gene expressions of other tissues, cell lines or single cells were calculated using methods similar to those used by the Baseline Atlas. First, raw sequencing reads were trimmed with Trimmomatic^62^ with the following parameters: ILLUMINACLIP: 2: 30: 10 LEADING: 20 TRAILING: 20 SLIDINGWINDOW: 4: 20 MINLEN: 30. Next, clean reads were mapped to the reference genomes (the hg19 assembly for human and the mm10 assembly for mouse) with Tophat2^63^ with “-p 8 -segment-length 25 -G gene annotation” as the parameters. Finally, the gene expressions were calculated with Cufflinks^64^ with “-p 8 –G gene annotation” as the parameter. Human and mouse Refseq gene annotations were used as the input for Tophat2 and Cufflinks.

### X: A ratio analysis

We calculated the global X: A ratio from the gene expression data. Genes were first grouped into A-genes (autosome) and X-genes (X-chromosome). Only genes with an expression value >Exp (Exp = 0, 1, 2, …) were retained for subsequent analysis. A bootstrapping step was used to estimate the global X: A and its confidence interval. We randomly selected 100 A-genes and 100 X-genes and calculated the median (X-genes)/median (A-genes). This step was repeated 1000 times. The global X: A was estimated as the median of the 1000 values.

### Determining the maternal and paternal expression

Maternal (CAST/EiJ) and paternal (C57BL/6J) expressions were determined in three steps. First, we calculated the gene expression (sum of maternal and parental expression) as described in the “Gene expression level determination” section above. Second, we calculated the ratio of maternal and paternal expression for each gene. We obtained the SNP data from Dr. Rickard Sandberg and for each gene we calculated the number of mapped reads supporting a CAST/EiJ genotype or a C57BL/6L genotype. The ratio of maternal and paternal expression was estimated by the ratio of read numbers supporting a CAST/EiJ genotype or a C57BL/6L genotype. Finally, we assigned the overall gene expression to maternal and paternal expression based on their proportions.

### Accession numbers

Our RNA-seq data (mouse FGSCs, E12.5 PGCs and FGO) in this study has been deposited to gene expression omnibus (GEO) database under accession number GSE75738. Public RNA-seq data were downloaded from the GEO, European Nucleotide Archive (ENA), and DNA Data Bank of Japan (DDBJ) databases. The accession numbers of the datasets are listed in Supplementary Table S8 ^33, 65–71^.

## Electronic supplementary material

supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

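RNA was sequenced from 9 samples of 4 cell types, which are E12.5 PGCs (3 libraries), FGSCs (2 libraries), FGO (2 libraries) and MII oocytes (2 libraries). The labels name germinal vesicle oocytes and not FGO, and these were taken as the FGO because the other deposited oocytes are MII oocytes. The labels give the C57BL/6 strain for every sample, where the paper describes transgenic mice for E12.5 PGCs and FGSCs. According to the labels, cDNA was primed with oligo(dT) from cell lysates, and the paper describes purified mRNA.

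The authors made the FPKM values before deposition, with TopHat2 and Cufflinks 2.2.1 on mm9 by the submitters' processing notes, and with trimming by Trimmomatic, RefSeq annotation and mm10 by the paper's Methods. In the 6 deposited tables each cell type has 1 FPKM value per gene, pooled by the authors over its libraries. The authors also deposited a log2 ratio of each pair of values, which is infinite where one value is 0. A test statistic, a score of the difference, was deposited by the authors for each comparison. The p-values and q-values are those the authors deposited, with the q-values adjusted by them for multiple tests. Gene identifiers in the deposited tables are of Ensembl and coordinates of mm9. No column was left out, and the tables hold no counts, so the precision that depth sets was not estimated, and Supplementary Table S1, which the paper cites for the depth of reads, was not used here.

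The values of a cell type were the same in every deposited table that holds it. X-linked and autosomal genes were taken by the chromosome in the tables. The X: A ratio was the median over 1000 draws of the median FPKM of 100 X-linked genes over that of 100 autosomal genes, for all genes and at FPKM > 0, 0.1, 0.5, 1, 2 and 5. Draws with an autosomal median of 0 were left out. Ratios of the medians of every gene were resampled 1000 times over genes, with the same genes in both cell types for a comparison, and the middle 95% is given. The gene by gene shift was the median log2 ratio of X-linked genes with FPKM > 1 in both cell types minus that of autosomal genes. Shifts, medians and Kolmogorov-Smirnov distances were placed among 10000 random lists of autosomal genes of the same size. The percentiles describe these libraries, and no p-value was computed across genes. Shares of genes left after filtering have exact Clopper-Pearson 95% intervals. Calls were those with a q-value of 0.05 or less in the authors' deposited tables.

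Lists of genes were fixed before the data were examined, and cover the genes the paper names (Xist, Pou5f1, Ddx4 and Gapdh), the X-inactivation centre, X-linked genes that escape inactivation, X-linked housekeeping genes, X-linked genes of germ cells, germ cell identity, pluripotency, markers of spermatogonial stem cells and FGSCs, meiotic prophase, oocyte transcription factors, oocyte growth and maternal effect, granulosa and pregranulosa cells, cumulus cells, mesenchyme and theca, endothelium, leukocytes, erythroid cells, the cell cycle, DNA methylation and imprinting, and stress and dissociation. For each list the members past the q-value were counted, also with the authors' p-values adjusted over the list alone, and the median log2(FPKM + 1) ratio was placed among 10000 random lists matched on mean expression in 50 bins. Jpx, Cnbp2, Rhox5, Ahsp and Kcnq1ot1 had no match in the tables, and Ftx, Fthl17a, Meiob, M1ap and Khdc3 were matched through the identifier of GENCODE. Named genes were those the paper names, the 10 X-linked and 5 autosomal genes with the largest log2 ratio in each direction among genes past the q-value with FPKM of at least 10 in one cell type and 0.5 in the other, the 4 members of each described list with the highest FPKM, and the 5 X-linked genes with the highest FPKM in each cell type. Other genes are named after their values were seen. Rhox and Xlr genes and ribosomal protein genes have near copies, and Rbm10 and Ndufb11 share a span in the tables, so their values are uncertain.

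Alternatives covered the estimator, means in place of medians, the source table, test status, repeated symbols, short non-coding genes, multicopy families, thresholds, pseudocounts, common gene sets and stricter q-values. Sets of protein-coding genes and of genes with a RefSeq RNA, both from GENCODE, and the removal of genes at or under 0.003 of the FGO value were added after seeing the data. The calculations were tested on simulated data. For the X: A ratio in E12.5 PGCs, 425 autosomal values above 1 FPKM were drawn in place of the X-linked ones. They were multiplied by 0.5, 1 or 2 after the filter, and the recovered medians were 0.520, 1.02 and 2.00. This does not show that the filtered ratio recovers a change made before the filter. With X-linked values multiplied by 0.5 before the filter at FPKM > 1, the ratio became 0.601 of its value in E12.5 PGCs. A simulated shift of -0.3 fell outside the middle 95% of random lists in 98.5% of simulations for FGSCs against E12.5 PGCs (366 genes), 67.5% for FGO against E12.5 PGCs (287 genes) and 77.5% for FGO against FGSCs (306 genes). Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used, with random seed 7.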

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

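All tests here were chosen after the results were seen. These signals lie in MII oocytes, which the paper's text does not name, and in genes the paper does not discuss.

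In MII oocytes the authors' deposited table calls 6310 genes higher and 4924 lower than in FGO. The balance depends on the scale of the values. FPKM summed over all listed genes came to 1.23e+06 in MII oocytes and 560962 in FGO. Over autosomal genes with FPKM > 1 in both, the median log2 ratio was 0.59. Genes with a cytoplasmic polyadenylation element in the last 100 bases of the 3' UTR had a median log2 ratio of 1.26 (2267 genes) and genes with only a permuted hexamer there 0.72 (2922 genes), a difference of 0.545 (interval 0.404 to 0.702). The highest of 10000 relabellings within bins of 3' UTR length and A+T content was 0.377. This argues against these, as binned, as the whole cause of the difference. Composition differences inside a bin were not tested. Genes with neither the element nor a permuted hexamer had a median log2 ratio of -1.16 at the lowest A+T content and 1.09 at the highest. In the lowest and next A+T group the difference by element was 0.269 (-0.349 to 0.937) and 0.369 (-0.236 to 0.989). In the groups above them it was 0.601 (0.350 to 0.929), 0.510 (0.261 to 0.754) and 0.483 (0.220 to 0.651). Among genes in the fifth with the longest 3' UTRs the difference was -0.03 (-0.30 to 0.30). Lengthened poly(A) tails, which oligo(dT) priming reads better, are a candidate explanation for part of the calls, and a change in the amount of RNA between the stages was not tested.

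Hbb-y, an embryonic globin gene, was at 3273 FPKM in FGSCs, which come from ovaries after birth and were sorted for GFP. E12.5 PGCs, also purified by cell sorting, held Hbb-y and Hbb-bh1 together at 3883 FPKM, so globin transcripts were present after that sort too. Hbb-y and Hbb-bh1 made up 95.1% of beta-globin FPKM in FGSCs and 96.0% in E12.5 PGCs, and Hba-x 41.0% and 74.0% of alpha-globin FPKM, so that adult alpha-globin was the larger part in FGSCs (2298 against 1599 FPKM), and these embryonic shares argue against postnatal blood as the whole source. Reads carried over from the E12.5 PGC libraries set a lowest share for abundant genes. As the source of Hbb-y they would leave nearly no such gene far under the 96.9% that Hbb-y had in FGSCs. The 5th percentile over 428 genes at 300 FPKM or more in E12.5 PGCs was 14.4%. Hba-x was at 15.3% of its E12.5 PGC value, just above that percentile, and 25 of the 428 genes were at or under 15%. The genes with lower shares limit how much of Hba-x carried-over reads could supply. Within that limit, carried-over reads and transcripts of the FGSC libraries cannot be told apart for Hba-x. Fetal gonad cells among the cells sequenced as FGSCs cannot be told apart from a program shared with FGSCs, since no FGSC library of known purity is at hand to set against the median log2 ratio of 0.0800 of the 12 pluripotency genes, Nanog and Utf1 among them, in FGSCs over E12.5 PGCs.

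Zp3, a gene of the zona pellucida, was at 6.80 FPKM in E12.5 PGCs, and 25 oocyte genes at 100 FPKM or more in FGO had a median of 0.162% of the FGO value in E12.5 PGCs and 0.159% in FGSCs. None of 187 genes at 500 FPKM or more in FGO was under 0.05% of its FGO value in either, the lowest share being 0.0817%, whereas 67 and 59 of 438 genes at 500 FPKM or more in MII oocytes were under that share of the MII value. The median absolute deviation of the log2 share over the oocyte genes was at most 0.545 against FGO, and 3.49 and 3.94 against MII oocytes, which argues against low transcription of each gene as the source. Reads or RNA of the FGO libraries in the E12.5 PGC and FGSC libraries are a candidate source. Without genes at or under 0.003 of the FGO value, the X: A ratio at FPKM > 1 was 0.796 in E12.5 PGCs and 0.736 in FGSCs. At that threshold all 425 and 452 X-linked genes stayed in, with 10381 of 10401 and 11603 of 11623 autosomal genes. The ratio could therefore hardly move, and it does not test carried-over reads.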

How the results depend on the processing

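Protein-coding genes, genes with a RefSeq RNA and the removal of genes at or under 0.003 of the FGO value were alternatives chosen after seeing the data. No paired analysis was possible because the deposited tables hold 1 pooled value per cell type, and leave-one-out and replicate block alternatives were not run for that reason. The tables hold no counts, so what depth limits was not estimated. The all-gene X: A ratio was 0 in 20 settings and moved in 16. The ratio over expressed genes, with other thresholds and other gene sets, stayed within the resampling interval of its value at FPKM > 1 in 51 settings and left it in 11. Differences of the ratio kept their direction and their side of 1 in 22 settings, turned in 10 and came to exclude 1 in 4. The gene by gene shift was counted as unchanged in 35 settings and turned in 4. It left the range of random lists in 3 and fell back inside it in 6. The 35 include the settings without a filter for FGSCs against E12.5 PGCs and for MII oocytes, where the shift was 0 and has no direction. The Kolmogorov-Smirnov distance was counted as unchanged in 17 settings. Counts of the authors' calls stayed within 1.5 times in 71 settings, and the median log2 ratios of the gene lists stayed near their value in 195 settings and moved in 40. The cause of the changes given here was not tested, apart from the shift without a filter, where most genes are at 0 in both cell types.

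Over all genes, in the order E12.5 PGCs, FGSCs, FGO and MII oocytes, the X: A ratio was 0.343, 0.398, 0.305 and 0.322 as a ratio of means, 0.828, 0.669, 0.534 and 0.680 with test status OK, 0.423, 0.563, 0.220 and 0.332 over protein-coding genes, and 0.180, 0.427, 0.106 and 0.195 over genes with a RefSeq RNA. Direct medians gave no value in E12.5 PGCs and MII oocytes, where the autosomal median was 0. Over expressed genes it was 0.622 in E12.5 PGCs as a ratio of means, and over the genes above 1 FPKM in E12.5 PGCs, FGSCs and FGO it was 1.11 in E12.5 PGCs and 0.956 in FGSCs. At FPKM > 0 it was 0.561 in FGSCs, 0.424 in FGO and 0.441 in MII oocytes, at FPKM > 0.1 it was 0.588 in FGSCs and 0.508 in MII oocytes, and at FPKM > 5 it was 0.965 in E12.5 PGCs, 0.979 in FGSCs and 0.956 in FGO.

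The X: A ratio of FGSCs over that of E12.5 PGCs turned to 1.09 at FPKM > 2 and 1.06 at FPKM > 5, and that of FGO over E12.5 PGCs to 1.06 and 1.03. For FGO over E12.5 PGCs the interval excluded 1 at FPKM > 0 (0.624), at FPKM > 0.5 (0.766) and over genes above 1 FPKM in both (0.671). MII oocytes over E12.5 PGCs was 0.630 at FPKM > 0, with an interval that excluded 1, and turned to 1.03 at FPKM > 2. MII oocytes over FGSCs turned to 0.799 at FPKM > 0, 0.942 at > 2 and 0.763 at > 5, and MII oocytes over FGO to 0.973 at > 2 and 0.792 at > 5.

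The shift of X-linked against autosomal genes with no filter was 0 for FGO against E12.5 PGCs and 0 for FGO against FGSCs, with a pseudocount of 1 or 0.1. At FPKM > 5 in both it was -0.25 and -0.19 for these, inside the middle 95% of random lists, and with FPKM > 1 in at least one -0.64 and -0.55. With that filter it passed that range also for FGSCs against E12.5 PGCs at -0.19 and for MII oocytes against E12.5 PGCs at -0.61, as did -0.50 for the latter at FPKM > 5 in both. It turned negative for MII oocytes against FGSCs at -0.12 with FPKM > 1 in at least one, -0.25 with FPKM > 5 in both and -0.027 over protein-coding genes, and for MII oocytes against FGO at -0.18 with FPKM > 5 in both. The Kolmogorov-Smirnov distance no longer passed for E12.5 PGCs over protein-coding genes at any threshold run, at 0.0488 above 0 FPKM, 0.0605 above 0.1, 0.0609 above 0.5, 0.0652 above 1 and 0.0663 above 2, or for FGSCs at FPKM > 2, at 0.0687 over all gene types and 0.0659 over protein-coding genes. The share of genes above 0 FPKM that lay above 1, over protein-coding genes, was 71.6%, 69.8%, 59.5% and 61.9% on the X chromosome and 72.0%, 73.0%, 71.8% and 68.8% on autosomes, in the order above. Genes low in FGSCs and high in E12.5 PGCs numbered 350 (19 X-linked) with FPKM < 0.5 and > 2, and 678 (36 X-linked) over protein-coding genes. Of the genes lower in FGSCs than in E12.5 PGCs in the authors' deposited table, 2963 differed by 2-fold or more, fewer than the 3150 that were higher by as much, whereas 4841 were lower and 4260 higher without the minimum.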

Differences from the paper's values

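For the X: A ratio over all genes, the paper's values are 0.39 in FGSCs, 0.48 in E12.5 PGCs and 0.15 in FGO, and the values from the deposited tables are 0, 0 and 0. Of the alternatives set before the data were examined, the ratio of means falls within 1.5 times the paper's value in FGSCs (0.398) and E12.5 PGCs (0.343) and not in FGO (0.305). Direct medians, the other deposited tables, genes with test status OK, a single entry per symbol, and the sets without short non-coding genes or multicopy families do not in any of the cell types where they give a value. Over protein-coding genes, chosen after seeing the values, the ratio is 0.563 in FGSCs, 0.423 in E12.5 PGCs and 0.220 in FGO, each within 1.5 times the paper's. Genes with a RefSeq RNA (the annotation that the Methods of the paper name) were also chosen after seeing the values. Over these the ratio is within that range in FGSCs (0.427) and FGO (0.106) and not in E12.5 PGCs (0.180). Both sets, and the ratio of means, put FGSCs above E12.5 PGCs, the reverse of the paper's order. For the ratio of the medians of every protein-coding gene, the resampling interval was 0.178 to 0.922 in E12.5 PGCs and 0.427 to 0.742 in FGSCs. Over genes with a RefSeq RNA it was 0.0613 to 0.449 and 0.274 to 0.617. The intervals of the cell types overlap in both sets, so the order could change with the choice of genes.

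The paper's values at FPKM > 1 are 0.89 in FGSCs, 0.91 in E12.5 PGCs and 0.85 in FGO. Here they are 0.742, 0.792 and 0.653, each lower, within 1.5 times and in the same order of cell types. In FGSCs and FGO that range is wider than the effect of multiplying all X-linked values by 0.5. That change left 0.737 and 0.825 of the ratio, so being within 1.5 times says little there. The paper states that the ratio is stable once genes at or under 1 FPKM are removed, whereas from FPKM > 1 to FPKM > 5 it went from 0.792 to 0.965 in E12.5 PGCs, from 0.742 to 0.979 in FGSCs and from 0.653 to 0.956 in FGO. At FPKM > 2 it was 0.788, 0.804 and 0.783 in the same order. The resampling intervals at FPKM > 1 and > 5 overlapped in each, with 0.671 to 0.919 and 0.817 to 1.18 in E12.5 PGCs. With the filter at FPKM > 5, multiplying X-linked values by 0.5 left 0.948, 0.808 and 0.823 of the ratio of medians, so it follows X-linked expression only weakly there. The paper also states that X-linked and autosomal genes have similar distributions in male and female PGCs, FGSCs and NGO (Fig. 2D), of which FGSCs match by name and E12.5 PGCs may not be the female PGCs, whose age the legend does not give, since the text before it names E13.5 for male and female PGCs. The Kolmogorov-Smirnov distance in FGSCs lay at the 99.8 percentile of random autosomal lists at FPKM > 1 and at 94.3 at FPKM > 2, and in E12.5 PGCs at the 99.1 percentile at FPKM > 1 and at 93.5 over protein-coding genes, chosen after seeing the data. For the statement that the absolute expression of X-linked genes is similar across germ cells, the X-linked medians at FPKM > 1 were 7.46 FPKM in E12.5 PGCs, 6.07 in FGSCs and 5.59 in FGO. The autosomal medians were 9.52, 8.12 and 8.67 in the same order. FPKM is relative to each library and the genes above 1 FPKM differ between the cell types, so these medians do not measure absolute amounts. The shift relative to autosomal genes, a different quantity, was -0.31 for FGO against E12.5 PGCs and -0.33 for FGO against FGSCs, with FPKM > 1 in at least one it was -0.64 and -0.55, and at FPKM > 5 in both it was -0.25 and -0.19, inside the middle 95% of random lists. For the lack of a difference in the ratio between cell types, the intervals at FPKM > 1 include 1. That of FGO over E12.5 PGCs excludes 1 at FPKM > 0, at FPKM > 0.5 and over genes above 1 FPKM in both, and includes it over protein-coding genes (0.886), at FPKM > 2 (1.06) and at FPKM > 5 (1.03). The direction turns at FPKM > 2 and at FPKM > 5.

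By single-cell RT-PCR the paper reports Xist in FGSCs and in few E12.5 PGCs. By immunofluorescence it reports H3K27me3 enrichment like that of an inactive X chromosome in FGSCs. Pooled FPKM does not give the share of cells with Xist, and Xist and Tsix are given the same span. Xist was at 2.92 FPKM in FGSCs and 3.32 in E12.5 PGCs, with a q-value of 0.228 in the authors' deposited table. Ddx4 and Pou5f1, which the paper detects in these cells, were at 59.0 and 60.4 FPKM in FGSCs.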

Other observations

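Between FGSCs and E12.5 PGCs, more meiotic prophase genes were lower than higher in FGSCs, and more genes of the lists of DNA methylation and imprinting control and of stress and dissociation were higher than lower. In the authors' deposited table 13 of 25 meiotic genes were lower and 2 higher, with a median log2 ratio of -0.53 at the 0.98 percentile of matched random lists, and Syce2, of the synaptonemal complex, was at 571 FPKM in E12.5 PGCs and 129 in FGSCs. Of 19 genes of DNA methylation and imprinting control, 10 were higher and 3 lower in the authors' deposited table (median log2 ratio 0.33, at the 99.1 percentile), with the imprinted genes Mest at 48.6 and 335 FPKM and Igf2 at 73.4 and 249. Of 15 stress and dissociation genes 9 were higher and 1 lower (0.58, at the 97.0 percentile), of 22 cell cycle genes 8 were higher and 12 lower, of 18 germ cell identity genes 6 were higher and 7 lower, and of 12 pluripotency genes 5 were higher and 4 lower in the authors' deposited table. Of 13 markers of spermatogonial stem cells and FGSCs 3 were higher and 3 lower, of 9 oocyte transcription factors 1 was higher and 1 lower, and of 30 oocyte growth genes 4 were higher and 4 lower in the authors' deposited table. Each of these counts was the same when adjusted over the list alone. Of the genes the paper names, Pou5f1 and Gapdh (232 and 323 FPKM) were higher in FGSCs in the authors' deposited table, and Xist and Ddx4 did not pass.

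In FGO, 22 of 30 oocyte growth genes were higher and 3 lower than in E12.5 PGCs in the authors' deposited table, with a median log2 ratio of 7.64. Gdf9, an oocyte growth factor gene, was at 2.79 FPKM in E12.5 PGCs and 2093 in FGO, and Zar1, a maternal-effect gene, at 1.59 and 1942. Both E12.5 PGC values are under 0.3% of the FGO value, where reads or RNA of the FGO libraries are a candidate source. Of 9 oocyte transcription factors 6 were higher and 1 lower, with Figla at 427 FPKM in FGO, and of 22 cell cycle genes 2 were higher and 17 lower in the authors' deposited table. Of 10 erythroid genes 0 were higher and 8 lower, and of 20 granulosa and pregranulosa genes 6 were higher and 9 lower in the authors' deposited table. The counts for these lists were the same when adjusted over the list alone.

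In MII oocytes, the X: A ratio at FPKM > 1 was 0.760 over 415 X-linked genes, with medians of 9.22 FPKM for X-linked and 11.9 for autosomal genes. Of the X-linked genes, 247 were higher and 173 lower than in FGO in the authors' deposited table, and the shift of X-linked against autosomal genes was 0.03, at the 56.0 percentile of random lists. Rbbp7, a chromatin gene, was at 223 FPKM in FGO and 5285 in MII oocytes, and Mospd1 at 15.2 and 625. Of 22 cell cycle genes 17 were higher and 3 lower, with Ccnb1, a cyclin gene, at 67.9 and 2248 FPKM, and of 15 stress genes 0 were higher and 13 lower, with Fos at 114 and 4.06, in the authors' deposited table (the same counts when adjusted over the list alone). Of 30 oocyte growth genes 17 were higher (18 when adjusted over the list alone) and 9 lower in the authors' deposited table.

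The female PGCs of Fig. 2D are given no age in its legend, and the FGO are not among its groups. The Kolmogorov-Smirnov distance between X-linked and autosomal genes at FPKM > 1 was 0.0785 in E12.5 PGCs and 0.113 in FGO, at the 99.1 and 100 percentiles of random autosomal lists. Over protein-coding genes, chosen after seeing the data, it was 0.0652 in E12.5 PGCs, at the 93.5 percentile, and 0.113 in FGO, at the 100 percentile after rounding. Among genes of all types the quartiles in E12.5 PGCs were 3.28 and 25.4 FPKM on the X chromosome and 3.57 and 31.0 on autosomes, and in FGO 2.47 and 19.7, and 3.14 and 27.3. Over protein-coding genes above 5 FPKM, the X-linked median was above the autosomal one in E12.5 PGCs (21.3 and 20.7 FPKM) and in FGSCs (18.5 and 18.1), and below it in FGO (17.3 and 19.5).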
